# Monocytic Ontogeny of Regenerated Macrophages Characterizes the Mesotheliomagenic Responses to Carbon Nanotubes

**DOI:** 10.3389/fimmu.2021.666107

**Published:** 2021-06-14

**Authors:** Micaela Orsi, Mihaly Palmai-Pallag, Yousof Yakoub, Saloua Ibouraadaten, Michèle De Beukelaer, Caroline Bouzin, Bertrand Bearzatto, Jérôme Ambroise, Jean-Luc Gala, Davide Brusa, Dominique Lison, François Huaux

**Keywords:** macrophage origin, macrophage niche, macrophage proliferation, peritoneal macrophages, mesothelioma, inflammation, monocytes

## Abstract

Macrophages are not only derived from circulating blood monocytes or embryonic precursors but also expand by proliferation. The origin determines macrophage fate and functions in steady state and pathological conditions. Macrophages predominantly infiltrate fibre-induced mesothelioma tumors and contribute to cancer development. Here, we revealed their ontogeny by comparing the response to needle-like mesotheliomagenic carbon nanotubes (CNT-7) with tangled-like non-mesotheliomagenic CNT-T. In a rat peritoneal cavity model of mesothelioma, both CNT induced a rapid macrophage disappearance reaction (MDR) of MHCII^low^ resident macrophages generating an empty niche available for macrophage repopulation. Macrophage depletion after mesotheliomagenic CNT-7 was followed by a substantial inflammatory reaction, and macrophage replenishment completed after 7 days. Thirty days after non-mesotheliomagenic CNT-T, macrophage repopulation was still incomplete and accompanied by a limited inflammatory reaction. Cell depletion experiments, flow cytometry and RNA-seq analysis demonstrated that, after mesotheliomagenic CNT-7 exposure, resident macrophages were mainly replaced by an influx of monocytes, which differentiated locally into MHCII^high^ inflammatory macrophages. In contrast, the low inflammatory response induced by CNT-T was associated by the accumulation of self-renewing MHCII^low^ macrophages that initially derive from monocytes. In conclusion, the mesotheliomagenic response to CNT specifically relies on macrophage niche recolonization by monocyte-derived inflammatory macrophages. In contrast, the apparent homeostasis after non-mesotheliomagenic CNT treatment involves a macrophage regeneration by proliferation. Macrophage depletion and repopulation are thus decisive events characterizing the carcinogenic activity of particles and fibres.

## Introduction

Macrophages are the main immune cells recruited to clean up the body from foreign materials. They also contribute to the adverse effects of inhaled particles, and their fundamental role in particle-induced diseases like mesothelioma, is widely recognized (1). Mesothelioma is a cancer of mesothelial cells of peritoneum, pleura and pericardium with poor prognosis and limited therapies. Mesothelioma is mainly induced by chronic inhalation of asbestos fibres in human and by injection of carbon nanotubes (CNT) in rodent (2). As with asbestos fibres, the shape and the geometry of CNT determine their pathogenicity (3). Several studies demonstrated that needle-like shaped CNT (CNT-7) but not tangled CNT (CNT-T) rapidly induce peritoneal mesothelioma in rats (4). CNT-7 peritoneal injection is now accepted as the most simple, reproducible, and less time-consuming model to study mesothelioma (5).

Defining how mesothelioma-inducing particles shape macrophage fate and phenotype is a crucial challenge to develop new efficient therapies for mesothelioma and to investigate the carcinogenicity of particles and fibres. In the current study, we focus on the macrophage responses to mesotheliomagenic needle-like CNT (CNT-7) and non-mesotheliomagenic tangled CNT (CNT-T) in a rat peritoneal model (6). This original comparative model is not available by using natural asbestos fibres where all forms are carcinogenic.

As for asbestos, the first macrophage response to mesotheliomagenic CNT is recognition *via* the mannose (MR), toll-like (TLR) and scavenger receptors (SR), followed by internalization *via* phagocytosis (7). Downstream events comprise lysosome membrane permeabilization, reactive oxygen species secretion and activation of the NF-KB signalling pathway, pivotal for the release of neutrophil- (TNF-α and IL-6) and monocyte- (CCL2) chemotactic cytokines (8). Moreover, particle endocytosis results in the specific release by macrophages of active IL-1β *via* the NLRP3-inflammasome machinery (9). The inflammatory neutrophils recruited in CNT-induced damaged and inflammatory tissues represent an important driver of carcinogenesis by triggering genomic instability in mesothelial cells (10).

Chronic exposure combined with impaired clearance of CNT cause their accumulation in the lung and mesothelial cavities, where accumulated macrophages switch from a pro-inflammatory M1 to a pro-tumoral M2 phenotype (1). The skewing into M2 phenotype causes the dampening of T cell activity against cancer cells by producing immunosuppressive mediators (Arginase 1, TGF-β and IL-10), and the development of malignant responses (11). The intensity of macrophage responses to CNT is related to their physico-chemical properties: rigid and needle-like CNT impair macrophage clearance and trigger a pronounced and persistent release of inflammatory and immunosuppressive mediators (1, 8).

The exact origin and expansion pathways of macrophage populations after CNT exposure and during mesothelioma development is, however, almost unknown. While it has long been accepted that macrophages originate from bone marrow-derived circulating blood monocytes, new studies have extended this paradigm. Tissue macrophage subsets can also derive from yolk sac-related embryonic progenitors and be self-renewing cells, independent of hematopoietic progenitors (12).

Animal studies showed that the peritoneal cavity, in steady state conditions, houses two distinct macrophage subsets (13). The majority of resident macrophages (90 %) are large peritoneal macrophages (LPM), self-renewing cells arising from embryo-derived precursors and characterized, in the mouse, by the expression of F4/80, CD11b and CD163 but not MHCII. These cells maintain the homeostasis of the cavity (14). Upon homeostatic imbalance following an inflammatory stimulus, MHCII^low^ LPM macrophages disappear from the peritoneum (macrophage disappearance reaction or MDR), leaving empty spaces in the pattern. The repopulation of this empty niche is triggered by the sudden lack of proximity between the cells and by a higher disposability of growth factors for monocyte engraftment or macrophage proliferation (15). During the macrophage disappearance reaction, MHCII^low^ LPM macrophages can easily migrate from the peritoneal cavity to the near omentum, a visceral adipose tissue where they restore an already existing pool of proliferating macrophage progenitors (16). In contrast, small peritoneal macrophages (SPM) represent 10 % of the population in steady state conditions and are MHCII^high^ short-lived cells continuously replaced by CCR2^pos^ monocytes (13). During an inflammatory reaction, these cells are recruited from circulating monocytes and become the predominant population of the peritoneal cavity. SPM have higher phagocytic capacity than LPM for particles or bacteria (13).

The aim of this study is to determine the exact origin and the phenotype of macrophage populations in response to mesotheliomagenic particles. We used a relevant rat peritoneal model of mesothelioma to define the phenotype and origin (MHCII^high^ SPM *versus* MHCII^low^ LPM signature) of macrophage populations in response to mesotheliomagenic CNT-7 and non-mesotheliomagenic CNT-T (4).

Our results reveal, for the first time, a specific macrophage ontogeny during the early events of mesothelioma development. We show that monocyte-derived MHCII^high^ SPM-like macrophages dominate the early peritoneal responses to mesotheliomagenic particles.

## Materials and Methods

### Carbon Nanotubes

CNT-7 are multi-walled carbon nanotubes MWCNT-XNRI-7 from Mitsui & co (Ltd., Tokyo, Japan, Lot # 05072001 K28) sub-sampled at Norwegian Research Centre for the Working Environment (NRCWE) with the code NRCWE-006. CNT-T (tangled, kindly provided by Prof S. Toyokuni, Nagoya University, Japan) and their physico-chemical characteristics have been documented in detail previously (17). All particles were first treated at 200°C for 2 h to remove any possible trace of endotoxin and suspensions were prepared immediately before administration by sonication and manual vortexing in sterile phosphate-buffered saline (PBS) containing 1.4 mg bovine serum albumin/ml.

### Animals

Specific pathogen free (SPF) female Wistar rats (8 weeks old, 200 g) (RGD ID: 13792727) were purchased from Janvier SAS (St.-Berthevin, France). The animals were housed at the local animal facility under SPF conditions, with a 12-h light–dark cycle and controlled temperature and humidity. All animal experiments were approved by the local committee for animal research at the Université catholique de Louvain, Comité d’Ethique pour l’Expérimentation Animale, Secteur des Sciences de la Santé, Brussels, Belgium (No LA1230312). International recommendations for doses administered controls and group size were followed (18). The animals were injected intraperitoneally with the different particles suspended in a volume of 1 ml of PBS-BSA. They were given tap water and sterilized pellets ad libitum. Groups of 4 to 5 Wistar rats were injected with 2 mg of test material, corresponding to 0.67*109 WHO fibres of CNT-7 able to induce mesothelioma in rat {Cullen, 2002 #781;Huaux, 2016 #464}. Rats were then sacrificed after 3 hours and 1, 3, 7, 15 or 30 days. After the sacrifice, a volume of 25 mL of NaCl solution was intraperitoneally injected in rat to wash the cavity and sample fluid and leukocytes.

### Cell Analysis and Purification

Total peritoneal cells were counted using a Burker cell chamber and peritoneal cell suspensions were stained using antibodies specific for CD11b/c-APC (Cat. # 201809, RRID: AB_313995) obtained from BioLegend or CD11b/c-BV421 (Cat. # 743977, RRID: AB_2741898) from BD Biosciences, His48-FITC (Cat. # 11057082, RRID: AB_465100) from ThermoFisher or His48-PE (Cat. # sc-19613PE, RRID: AB_627686) from SantaCruz Biotechnology, MHCII-FITC (Cat. # 11-0920-82, RRID: AB_465159) obtained from Thermo Fisher Scientific and CD163-PerCP (Cat. # NBP2-39099PCP, RRID: AB_2861402) from Novus Biologicals. Samples were acquired on a FACSCantoII (BD Biosciences) and analysed using FlowJo software (RRID: SCR_008520). At least 10,000 events were recorded. The flow cytometric analysis provided proportions of each peritoneal leukocyte sub-population (macrophages, neutrophils and monocytes, see the gating strategy presented in **Figure 1A**). The total number of leukocytes in the cavity was then calculated by combining FACS percentages and total cell numbers previously counted.

**Figure 1:**
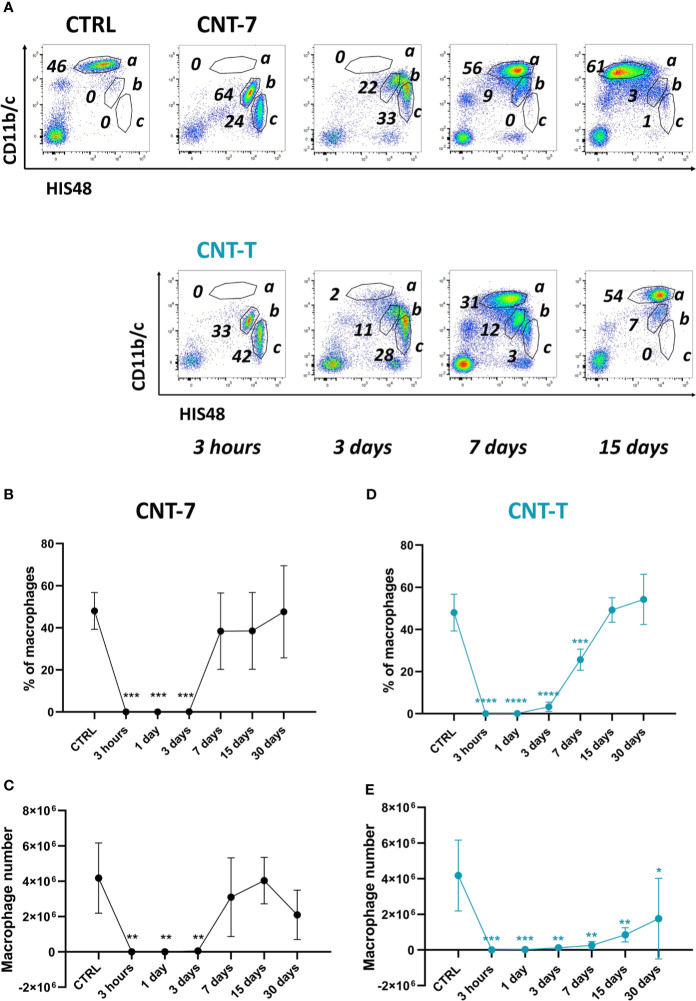
Disappearance reaction and repopulation of peritoneal macrophages after exposure to mesotheliomagenic CNT-7 and non-mesotheliomagenic CNT-T. **(A)** Flow cytometry dot plots (CD11b/c, His48) of peritoneal cells (a = macrophages, b = neutrophils, c = monocytes) of CTRL (untreated rats sacrificed at 3 hours) or CNT-treated Wistar rats (2 mg, I.P.) (3 hours, 3, 7, 15 and 30 days). Proportion **(B, D)** and total number **(C, E)** of peritoneal macrophages in response to CNT-7 and CNT-T (day 0-30). Each point represents the mean of 4 samples ± SD. The results were statistically analysed using one-way ANOVA test followed by Dunnett’s test. (*) p = 0.0332, (**) p = 0.0021, (***) p = 0.0002, (****) p < 0.0001 indicates a statistically significant difference with controls.

Rat peritoneal macrophages were separated and isolated using flow cytometry cell sorter (FACSAria III, BD Biosciences).

### *In Vitro* Cytotoxicity Test

Peritoneal leukocytes were obtained from untreated rats and added in culture in a 96-well plate (37°C, 2*10^5^ cells/well) for 24 hours to promote macrophage adhesion. After washing, adherent macrophages were exposed for 24 hours to 4 different doses of CNT-7 or CNT-T (20, 10, 5 and 3 µg/cm^2^). The luminescent signal (CellTiter-Glo^®^ Reagent, Cat. # G7570 from Promega), proportional to cellular ATP, was measured by luminometer after exposure. Each value is relative to the control condition (cells not exposed to CNT).

### Monocyte Depletion

Busulfan (Cat. # B2635-10G) from Sigma Aldrich was dissolved in Dimethyl sulfoxide (DMSO) Hybri-Max™ (Cat. # D2650) and injected at a dose of 15 mg/kg twice subcutaneously in rat, 3 days before and 3 days after intraperitoneal injection of CNT-7 or CNT-T (19). Rats were sacrificed 15 days after CNT injection.

### BioPlex Cytokine Analysis

Levels of soluble IL-1β, IL-6, IL-17A, GRO/KC, CCL3, CCL2 and M-CSF in peritoneal fluid supernatants obtained from the peritoneal lavages from untreated or CNT-treated rats were analysed using the Bio-Plex Pro™ Rat Cytokine Assay from 3 hours to 30 days. This multiplex assay was performed according to the manufacturer’s protocols (Cat. # 171K1001M, RRID: AB_2861403) from Bio-Rad.

### RNA Sequencing

Peritoneal macrophages from CNT-7 or CNT-T-treated rats sacrificed after 15 days, were separated and isolated using flow cytometry cell sorting (FACSAria III, BD Biosciences). The purity of the obtained macrophage cell preparations was routinely > 93 % as assessed by Diff-Quick staining. RNA was isolated using RNeasy mini kit (Cat. # 74104) from Qiagen. RNA quantity was measured with Qubit™ RNA HS Assay Kit (Cat. # Q32852) from Thermofisher. RNA integrity and quality were assessed using an Agilent Bioanalyzer using the Agilent RNA 6000 Nano kit (Cat. # 5067-1511). All RNA used had an RNA Integrity Number between 9 and 10. Libraries were prepared starting from 100 ng of total RNA using the Illumina^®^ TruSeq^®^ Stranded mRNA Sample Preparation Kits following the standard protocol. Libraries were sequenced using an Illumina HiSeq1500 platform. Approximately 50 million paired end reads (2x125bp) per sample were obtained. All sequencing data were analysed using the Automated Reproducible MOdular workflow for preprocessing and differential analysis of RNA-seq data (ARMOR) pipeline (20). In this pipeline, reads underwent a quality check using FastQC (RRID : SCR_014583) (21). Quantification and quality control results were summarized in a MultiQC report (RRID : SCR_014982) (22) before being mapped using Salmon (RRID : SCR_017036) (23) to the transcriptome index which was built using all Ensembl cDNA sequences obtained in the Rattus_norvegicus.Rnor_6.0.cdna.all.fa file (24). Then, estimated transcript abundances from Salmon were imported into R using the tximeta package (25) and analysed for differential gene expression with edgeR (RRID : SCR_012802) (26). Multiple testing correction of the p-value was performed within edgeR by the Benjamini-Hochberg procedure in order to control the false discovery rate (FDR) at a level of 0.10. Accordingly, genes associated with an adjusted p-values < 0.10 were considered significant and were therefore expected to include 10 % of false positive result. 

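The deposited table held 23487 genes, of which 6820 had no count in any of the 8 rats. After the filter on low counts, 12124 genes were tested for a difference between macrophages from 4 CNT-7-treated and 4 CNT-T-treated rats. At this threshold edgeR's quasi-likelihood test gave 3383 genes, of which 1686 were higher and 1697 lower in CNT-7. Of all 12124 genes tested, whether significant or not, the 4 CNT-7 rats did not overlap with the 4 CNT-T rats in 3019, whereas chance separates the groups in 2.86% of genes. The requirement of at least a 2-fold change moved the number most and left 1006 genes, 552 higher and 454 lower in CNT-7. When each rat was left out in turn, between 2578 and 3515 genes passed, and 2216 of the 3383 genes passed in every one of these fits.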

A downstream analysis was performed in order to interpret the differential expression results by considering a global biological context. In that context, pathway enrichment analysis was performed by using the WebGestaltR bioconductor package and the KEGG database (RRID : SCR_012773). Barcode gene enrichment plots were generated with limma bioconductor package (RRID : SCR_010943). The barcode plots are a visual representation of RNA-seq data where each vertical bar is a gene belonging to a specific pathway. The genes are ranked from left to right by increasing log-fold change (ratio of the gene expression level between CNT-7 and CNT-T) and the curve above the barcode plot is the relative local enrichment of the bars in the plot.

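In the 12124 genes tested, the log2 fold change of CNT-7 over CNT-T ran from -6.38 to 10.93, with a median of 0.0083. The lowest 10% of the genes lay below -0.51 and the highest 10% above 0.53. Significant genes with at least 1 CPM (counts scaled to a library of 1000000) on average and no overlap between the groups were ranked. Genes with only a provisional identifier were left out. The largest rise was that of Rnase2, with 55.7 ± 21.3 CPM (SD, n = 4) after CNT-7. No CNT-T rat had more than 1 count of Rnase2, so that its level was at least 519-fold higher after CNT-7 when the smallest detectable level of 3 counts is taken for CNT-T. Rnase2 and Rnase1l1, which had a log2 fold change of 8.62, belong to a family of similar genes whose reads the quantification could have divided. Fbp1 (log2 fold change 10.20), Hdc (8.30) and Mmp7 (6.83) followed. LOC103690354, among the genes left out of the ranking, had a log2 fold change of 8.33. The largest falls were those of Ostn (-5.98), Hhatl (-4.99), Shank3 (-4.97), Id3 (-4.72) and Dmpk (-4.64). The highest of these 10 genes' adjusted p-values was 0.0051, for Hhatl (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).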

Both raw and processed RNA-seq data were deposited on the Gene Expression Omnibus (GEO) and made publicly available (GSE157487).

### BrdU Incorporation

After centrifugation of the peritoneal fluid from untreated and CNT-7 or CNT-T-treated rats (7 days), total peritoneal cells were seeded on polypropylene tubes and incubated for 24 h in RPMI 1640 Medium (Cat. # 21875-034) from Thermofisher supplemented with 10 % of decomplemented Fetal Bovine Serum (FBS) (Cat. # 10270-106) (Thermofisher) and 1 % antibiotic (Cat. # 15240-062) from Thermofisher. The BrdU was added to the culture (10 μM) 24 hours at 37 °C. 100 000 cells were stained with CD11b/c and HIS48 antibodies and fixed and permeabilized using the Cytofix/Cytoperm Buffer provided with the FITC BrdU Flow Kit (Cat. # 559619, RRID: AB_2617060) from BD Biosciences, according to the protocol. After permeabilization, cells were stained using anti-BrdU antibody provided with the kit. The samples were then analysed by flow cytometry.

### Ki-67 Staining

Peritoneal macrophages from untreated and CNT-7 or CNT-T-treated rats (7 days), were sorted out (CD11b/c and HIS48 staining, FACSAria III), fixed and permeabilized with a 3:1 ice-cold methanol-acetone mixture for 30 minutes. After the staining with anti-ki67 antibody (BD Pharmingen) (Cat. # 556026, RRID: AB_396302) samples were analysed by flow cytometry.

### qRT-PCR

qRT-PCR was performed on purified peritoneal macrophages from untreated or CNT-treated rats at (15 days). Total RNA extraction was performed using TriPure Isolation Reagent (Cat. # 11667165001) from Roche Diagnostics. Between 100 ng and 1 μg of RNA was reverse transcribed with MLV Reverse Transcriptase (Cat. # 28025013) from Thermofisher with 350 pmol random hexamers (Eurogentec, Seraing, Belgium) in a final volume of 25 μl. The resulting cDNA was used as template in subsequent polymerase chain reactions (PCR). Sequences of interest were amplified by PCR using the following forward primers from Invitrogen: TGCCTGTTTGGAAGGAGTATTGA (Mki67), CGGCTACCACATCCAAGGAA (h18sRNA) and reverse primers: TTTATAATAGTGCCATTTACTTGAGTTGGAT (Mki67), ATACGCTATTGGAGCTGGAATTACC (h18sRNA). PCR was performed with AmpliTaq Gold polymerase (Invitrogen) according to the manufacturer’s instructions with the following temperature program: 10 min 95 °C, (15 s 95 °C, 1 min 60 °C) ×40 cycles. Amplified DNA fragments were purified from a 2 % agarose gel using PCR clean-up Gel extraction kit(s) (Macherey-Nagel, Düren, Germany) and then serially diluted to serve as standards in real-time PCR. Reverse transcribed mRNAs were finally quantified by real-time PCR using SYBR Green technology on an ABI Prism 7000 Sequence Detection System (Applied Biosystems) according to the following program: 2 min 50 °C, 10 min 95 °C, (15 s 95 °C, 1 min 60 °C) ×40 cycles. To verify specific amplification, a dissociation curve was obtained by increasing temperatures up to 95 °C over a 20-minute period. Five μl of diluted cDNA or standards were amplified with 300 nM of the described primers using SYBR Green PCR Master Mix (Applied Biosystems) in a total volume of 25 μl. Results were calculated as a ratio of gene expression to the expression of the reference gene, RNA 18s.

### Immunohistochemistry

Omentum tissues from untreated and treated rats were harvested 1 hour after CNT-injection, fixed for 48h at 4 °C in 4 % paraformaldehyde and embedded in paraffin. Five‐µm sections were incubated with mouse anti‐rat CD68 antibody (Abcam monoclonal, Cat. # ab31630, RRID: AB_1141557) 90 minutes at RT, followed by 40‐min of incubation with secondary antibody donkey anti-mouse IgG (Cat. # 715035151, RRID: AB_2340771) from Jackson ImmunoReserch, coupled with HRP. The samples were then incubated for 10 minutes with AlexaFluor Tyramide 488 at RT. A counterstaining to detect the nuclei was performed with Hoechst44432 dye (Cat # 14533) from Sigma Aldrich. Stained slides were digitalized using a Pannoramic 250 FlashIII scanner (3DHistech) at x20 magnification. Whole tissue sections were then analysed using Visiopharm software (v2017.2). Tissue was first manually delineated at low magnification and large empty spaces and artifacts were automatically discarded. Cells were then detected at high resolution (20×) with a nuclear-based cell classification relying on the Hoechst staining. Following segmentation, post processing steps were applied to separate CD68-stained and unstained cells. The same parameters were kept constants for all slides. Results were expressed as percentage of stained cells.

### Statistics

Data were evaluated by one-way analysis of variance (ANOVA) using the Dunnett’s Multiple Comparison Test when appropriate. Statistical significance was considered at p < 0.05.

## Results

### Rapid Macrophage Disappearance Reaction and Repopulation After Injection of Mesotheliomagenic CNT-7

We first assessed the proportion and the number of macrophages in the peritoneal cavity after CNT injection. Wistar rats were intraperitoneally injected with 2 mg of CNT-7 or CNT-T (4). After sacrifice, the peritoneal fluid was collected, and the total peritoneal leukocytes were then counted (**Supplementary Figure 1**). The macrophage population was analysed by flow cytometry in peritoneal lavage (CD11bc^high^ and His48^dim^ cells, **Figure 1A**, frame a, among the other leukocyte populations frame b neutrophils and c monocytes). **Figures 1B–E** shows the proportion and the number of peritoneal macrophages accumulated at 0, 3 hours, 1, 3, 7, 15 and 30 days. Resident macrophages were depleted in the peritoneal cavity fluid from 3 hours to 3 days after treatment with both CNT in comparison with controls (**Figures 1B–E**), reflecting a macrophage disappearance reaction (MDR). This MDR was followed by a replenishment phase with a different macrophage repopulation according to the type of CNT. Indeed, macrophage regeneration (proportion and total counts) in CNT-7-treated rats was almost complete after 7 days (**Figures 1B–C**) in comparison to controls. The renewal reaction was slower (day 15, macrophage proportion) in CNT-T-treated rats and remains still incomplete after 30 days when considering macrophage number (**Figures 1D–E**). These data suggested that the macrophage replenishment phenomenon arising after early MDR is more rapid and pronounced in mesotheliomagenic response.

### Mesotheliomagenic CNT-7-Induced MDR Results From Cytotoxicity and Is Concomitant to Neutrophilic Inflammation

The mechanism explaining CNT-induced MDR was investigated. We excluded a migration of macrophages from peritoneum to omentum. Indeed, no CD68-positive macrophage accumulation was observed in the omentum after CNT injection in comparison to control tissue (**Figure 2A** and **Supplementary Figure 2**). We next considered the possibility that the cytotoxic activity of CNT could explain macrophage disappearance. We exposed peritoneal macrophages from untreated rats to different doses of CNT *in vitro* and assessed cell viability by measuring ATP cellular contents. CNT-7 and CNT-T both exerted a dose-dependent cytotoxicity, with a higher effect at low doses for CNT-7 (**Figure 2B**), suggesting that the *in vivo* MDR resulted from the intrinsic cytotoxicity of CNT-7 and CNT-T to resident macrophages.

**Figure 2:**
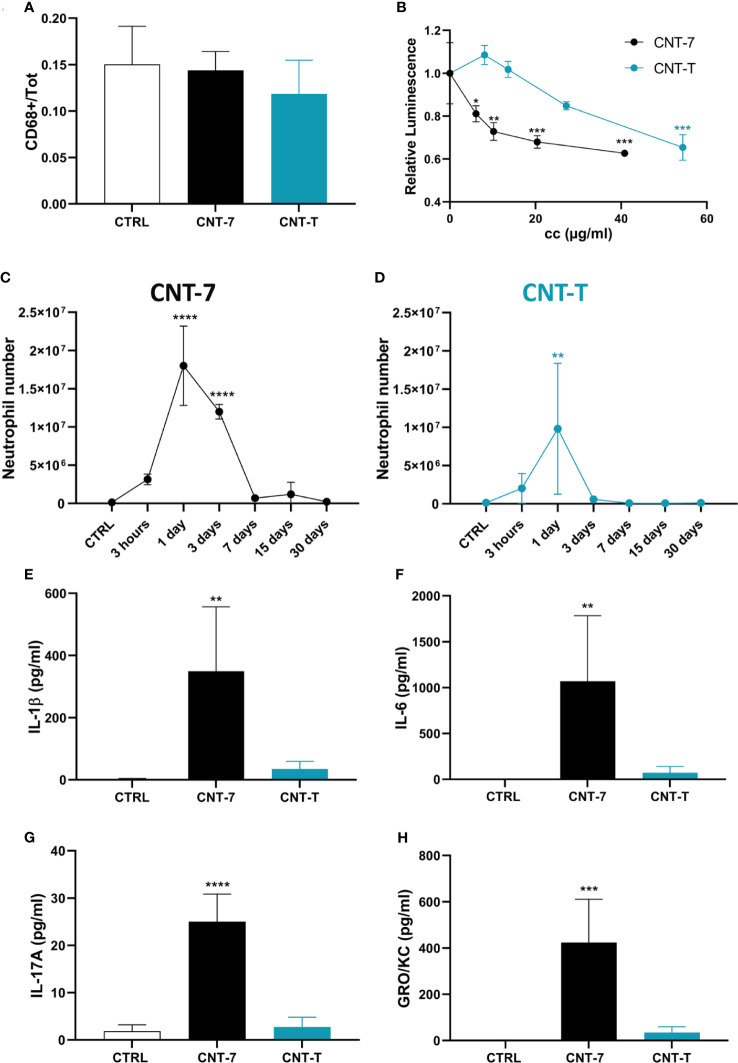
An early cytotoxicity but not a relocation in the omentum explains the CNT-induced disappearance reaction (MDR) and inflammatory responses. **(A)** Quantification of CD68-positive cells of the omentum of untreated and CNT-7 or CNT-T-treated rats (2 mg, I.P.) sacrificed after 1 hour. The immunofluorescent staining was performed with anti‐rat CD68 antibody. **(B)** Cellular ATP levels measured 24 hours after *in vitro* exposure of naïve peritoneal macrophages to 20, 10, 5 and 3 μg/ml of mesotheliomagenic CNT-7 or non-mesotheliomagenic CNT-T. ATP concentration was measured with CellTiter-Glo^®^ Luminescent Cell Viability Assay. Each point represents the mean of 3 replicates ± SD. **(C, D)** Number of peritoneal neutrophils (see Figure 1 A, frame b) in response to CNT-7 and CNT-T (2 mg, I.P.) (day 0-30). CTRL are untreated rats sacrificed at 3 hours. Each point represents the mean of 4 samples ± SD. **(E–H)** IL-1β, IL-6, IL-17A and GRO/KC released in untreated and CNT-7 or CNT-T-treated rat (2 mg, I.P.) peritoneal fluids at 3 hours were tested using Bio-Plex multiplex assay. The results were statistically analysed using ANOVA test followed by Dunnett’s test. (*) p = 0.0332, (**) p = 0.0021, (***) p = 0.0002, (****) p < 0.0001 indicates a statistically significant difference with controls.

We also noticed that, after CNT-7, MDR and macrophage death were strongly related to an influx of neutrophils (**Figure 2C**; gating strategy see **Figure 1A**, frame b) and to a broad release of pyroptosis-associated IL-1β and cytokines (IL-6, IL-17A,GRO/KC and CCL-3) (**Figures 2E–H** and **Supplementary Figure 3**) in the peritoneal cavity. In contrast, limited inflammatory responses in time and amplitude were observed after CNT-T injection (**Figures 2D–H**). These data indicated that MDR is concomitant with a pyroptotic and inflammatory phase, which is faster and more pronounced for mesotheliomagenic CNT-7 than for non-mesotheliomagenic CNT-T.

### Mesotheliomagenic CNT-7 Specifically Induce MHCII^high^ Small Peritoneal Macrophage Expansion

We next studied the replenishment phase after MDR by characterizing the phenotype of regenerated macrophages 15 days after CNT-7 or CNT-T injection. For this purpose, we coupled RNA-sequencing data with flow cytometry analysis to characterize the peritoneal macrophage phenotype after regeneration. 

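RNA was sequenced from peritoneal macrophages sorted by flow cytometry 15 days after an intraperitoneal injection of 2 mg CNT-7 or CNT-T, with 4 rats per particle. The sample labels number the CNT-7-treated rats 3, 5, 10 and 11 and the CNT-T-treated rats 1, 2, 12 and 13, so that no rat of one group shares a number with a rat of the other. RNA-seq of untreated rats was not analysed here, and each difference is therefore one between both particles. The authors quantified the reads against the Ensembl cDNA sequences of the rat with Salmon and deposited estimated counts per gene, which were already whole numbers and were not normalized. The totals lay between 27394995 and 30215063 counts per rat after CNT-7 (median 29096414) and between 27195157 and 33732981 after CNT-T (median 30895528). The paper gives approximately 50000000 paired end reads per sample, and the values here use the counts assigned to genes. At these totals, the smallest level that 3 counts can show is between 0.0889 and 0.11 CPM, that is, counts scaled to a library of 1000000. Fn1 was the most abundant gene in every rat and took between 3.99% and 5.07% of the counts. Counts were normalized with the TMM method of edgeR, and CPM values are given as mean ± SD over 4 rats. Genes were kept by the default filter of edgeR, and fold changes were tested with its quasi-likelihood test and adjusted by the Benjamini-Hochberg procedure. The paper's text does not list the genes of its SPM and LPM signatures, so lists written before the counts were examined were used in their place. They hold the genes that the paper names and other markers of peritoneal macrophages. The whole list was compared with all other genes by camera, a competitive gene set test, and each rat received a score, the mean over the list of log2 CPM relative to the 8 rats. Pearson's r between log2 CPM of rats of the same group was between 0.97 and 0.99, and between rats of different groups it was between 0.94 and 0.97, computed across genes, which are not independent replicates. No replicate was a copy of another.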

We compared the gene expression profile of newly accumulated macrophages with the already described MHCII^high^ SPM (Small Peritoneal Macrophages) and MHCII^low^ LPM (Large Peritoneal Macrophages) (13, 14, 27, 28).

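The list of small peritoneal macrophage (SPM) genes held 18 genes, of which 14 had enough counts to be tested between CNT-7 and CNT-T. Their median log2 fold change was 2.35, 13 were higher in CNT-7, and 12 lay in the highest 10% of all genes tested. With adjustment over all genes 12 were significantly higher, and with adjustment over the list alone 13 were. The camera test of limma gave an adjusted p = 7.5e-10 over the 4 lists tested. When the correlation between the genes was estimated from the data instead of being preset to 0.01, the setting that raised it most, limma's adjusted p = 0.075, and the unadjusted p-value was 0.033. Of the 18 divisions of the 8 rats that put 2 rats of each particle on each side, 6 also had a camera p-value under 0.05, and none of the 34 divisions other than the real one had a median as far from 0. The SPM score was 1.01 ± 0.30 (SD, n = 4) after CNT-7 and -1.01 ± 0.64 (SD, n = 4) after CNT-T, and all 4 CNT-7 rats were above all CNT-T rats (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 rats against 4 allow). Without the MHC class II genes, 7 genes were tested, with a median log2 fold change of 1.503 (limma's camera with the preset correlation alone, adjusted p = 0.00015). Among them Cx3cr1 rose from 4.31 ± 1.65 CPM after CNT-T to 75.4 ± 48.6 CPM after CNT-7 (log2 fold change 4.12, standard error 0.47, adjusted p = 0.00059 from edgeR's quasi-likelihood test). Cd226, which encodes DNAM-1, had 7.26 ± 5.49 CPM after CNT-7 and 0.82 ± 1.09 CPM after CNT-T (log2 fold change 3.10, standard error 0.83, adjusted p = 0.027). Irf4, Itgax, Napsa and Clec10a had log2 fold changes between 0.85 and 1.70. F13a1 moved in the opposite direction, with 236 ± 75.1 CPM after CNT-7 and 1045 ± 127 CPM after CNT-T (log2 fold change -2.15, adjusted p = 0.00039). Retnla, which encodes RELM-alpha, had between 0 and 4 counts in each rat and was not tested, and Cd209a and RT1-DMb were also below the filter. Ccr2 was not analysed here.

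**Figure D1:**
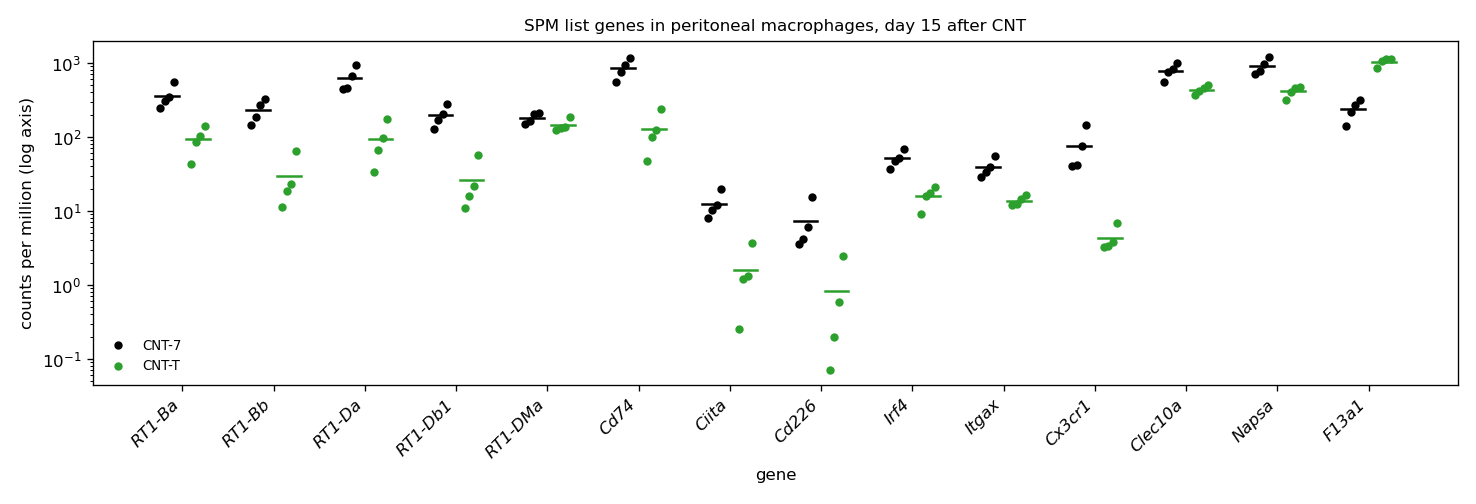
CPM (log axis) of the 14 tested SPM genes in macrophages of CNT-7-treated (black) and CNT-T-treated (green) rats on day 15, with a point for each of the 4 rats of a group and a line at the group mean. F13a1 is the gene shown whose CNT-7 rats, between 140.0 and 314 CPM, all lie below the CNT-T rats. The groups overlap in RT1-DMa, and in the others the CNT-7 rats lie above.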

As illustrated in the barcode plot (**Figure 3A**, bottom panel) and heatmap (**Supplementary Figure 4A**), there was an enrichment of MHCII^high^ SPM gene signature in the CNT-7 *versus* CNT-T macrophages. In agreement with these results, we observed that macrophages recruited after CNT-7 markedly expressed MHC-II (but not CD163) in comparison to controls and CNT-T treatment (**Figures 3B–C**). Our data thus suggested that mesotheliomagenic CNT-7 specifically regenerated macrophages with an MHC-II^high^ SPM-like phenotype. In contrast, macrophages collected from CNT-T-treated rats expressed genes related to the MHCII^low^ LPM phenotype (Barcode data, **Figure 3A**, top panel and heatmap (**Supplementary Figure 4B**). 

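Of 8 MHC class II genes, 7 were tested between CNT-7 and CNT-T and all 7 had a positive log2 fold change. With adjustment over all genes 6 were significant, and with adjustment over the list alone 7 were. The list had a median log2 fold change of 2.75 (limma's camera, adjusted p = 1.7e-07). With the correlation between genes estimated from the data, the unadjusted camera p-value was 0.056. Cd74 (ENSRNOG00000018735), which encodes the invariant chain, had 852 ± 259 CPM (SD, n = 4) after CNT-7 and 128 ± 82.0 CPM (SD, n = 4) after CNT-T. Its log2 fold change was 2.73 (standard error 0.44, adjusted p = 0.0029 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene of the transactivator of MHC class II, Ciita (ENSRNOG00000002659), had 12.5 ± 5.29 CPM after CNT-7 and 1.60 ± 1.45 CPM after CNT-T, a log2 fold change of 2.94 (standard error 0.58, adjusted p = 0.0071 from the same test). The genes of the chains themselves were RT1-Ba, RT1-Bb, RT1-Da and RT1-Db1. Their log2 fold changes were 1.96, 2.97, 2.75 and 2.89, and their adjusted p-values lay between 0.0034 and 0.0049. Because RT1 genes vary between rats and resemble each other, the division of reads between them is uncertain. RT1-DMa had 182 ± 28.8 CPM after CNT-7 and 144 ± 28.3 CPM after CNT-T, with overlap between the groups (log2 fold change 0.34, adjusted p = 0.15). With the range of the rat numbers as a block its adjusted p-value was 0.051, under the threshold of 0.10, and without CNT-T rat 1 or CNT-7 rat 11 it was 0.030 or 0.080. The MHC class II score was between 0.80 and 1.84 in the CNT-7 rats and between -2.36 and -0.21 in the CNT-T rats. Cd163 (ENSRNOG00000010253) had 179.8 ± 60.8 CPM after CNT-7 and 582 ± 94.0 CPM after CNT-T (log2 fold change -1.69, standard error 0.22, adjusted p = 0.0011). With each rat left out in turn, the log2 fold change of Cd74 stayed between 2.46 and 3.23 and that of Cd163 between -1.94 and -1.54. From the enrichment of the SPM signature in the RNA-seq data together with the MHC-II and CD163 staining of Figures 3B–C, the paper proposes that CNT-7 specifically regenerated MHC-II high SPM-like macrophages.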

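The list of large peritoneal macrophage (LPM) genes held 21 genes, of which 17 were tested between CNT-7 and CNT-T. Its median log2 fold change was -0.028, with 9 genes lower and 8 higher in CNT-7. With adjustment over all genes 6 were significantly lower and 2 significantly higher, and with adjustment over the list alone the counts were also 6 and 2. Of the 17 genes, 7 lay in the lowest 10% and 4 in the highest 10% of all genes. Camera of limma placed the list lower in CNT-7 with an adjusted p = 0.024, and 4 of the 35 divisions of the 8 rats into 4 and 4, the real one included, had a camera p-value as small. In 3 of the 8 fits that each left out one rat, the camera p-value was above 0.05. The LPM score was -0.10 ± 0.22 (SD, n = 4) after CNT-7 and 0.10 ± 0.16 (SD, n = 4) after CNT-T, a difference within the spread between rats (exact permutation test, two-sided, p = 0.20). The 4 tested genes that the paper itself names had a median log2 fold change of -1.02 (limma's camera with the preset correlation alone, adjusted p = 5.1e-05). Of these 4 genes, 3 were lower in CNT-7. Besides Cd163, these were Adgre1 and F5. Adgre1 (ENSRNOG00000046254), which encodes F4/80, had 271 ± 40.7 CPM after CNT-7 and 592 ± 56.6 CPM after CNT-T (log2 fold change -1.13, standard error 0.12, adjusted p = 0.00040 from edgeR's quasi-likelihood test). F5 had 1093 ± 87.4 CPM after CNT-7 and 2068 ± 268 CPM after CNT-T (log2 fold change -0.92, adjusted p = 0.00070). Gata6 was slightly higher after CNT-7, with 161 ± 14.6 CPM against 131 ± 11.2 CPM (log2 fold change 0.30, standard error 0.090, adjusted p = 0.042), and its adjusted p-value rose to 0.12 and 0.11 when CNT-7 rat 5 or CNT-T rat 2 was left out. Tgfb2 (log2 fold change -1.18), Fcna (-1.15) and Cd5l (-3.87) were significantly lower and Serpinb2 (4.99) significantly higher in CNT-7. Icam2, Lyve1, Selp, Prg4 and Ltbp1 had log2 fold changes between -0.17 and 0.23, and Vsig4 (-0.79), Garnl3 (0.58), Alox15 (0.83) and Marco (1.90) moved further, none of these 9 genes being significant. Alox15 passed the threshold of 0.10 without CNT-T rat 1 (adjusted p = 0.058) and Marco without CNT-7 rat 10 (adjusted p = 0.066). Itgam, which encodes CD11b, and Timd4 were not analysed here.

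**Figure D2:**
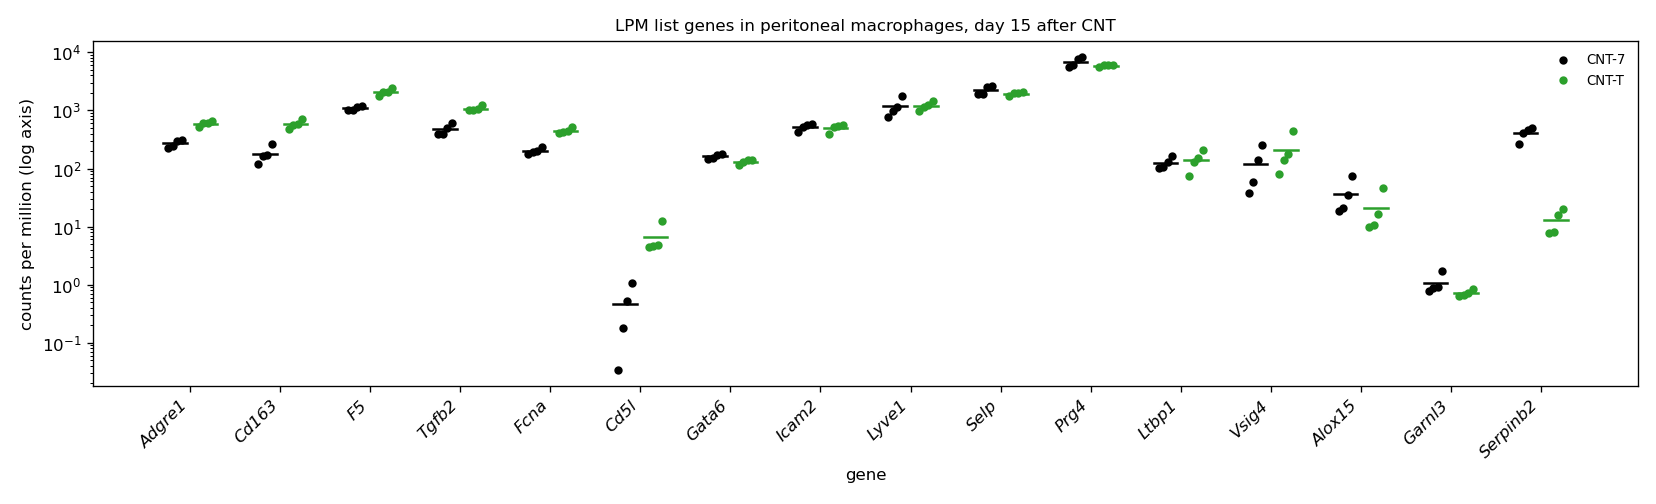
CPM (log axis) of 16 of the 17 tested LPM genes in macrophages of CNT-7-treated (black) and CNT-T-treated (green) rats on day 15, with a point for each of the 4 rats of a group and a line at the group mean. Adgre1, Cd163, F5, Tgfb2, Fcna and Cd5l lie higher after CNT-T, the groups overlap in Icam2, Lyve1, Selp, Prg4, Ltbp1, Vsig4, Alox15 and Garnl3, and Serpinb2 and, slightly, Gata6 lie higher after CNT-7. Marco is left out because CNT-7 rat 10 had 0 counts, which a log axis cannot show.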

As appreciated by flow cytometry, these macrophages were mainly CD163-positive and MHC-II-negative, and thus corresponded to the macrophage phenotype in homeostatic conditions (**Figures 3B–C**).

**Figure 3:**
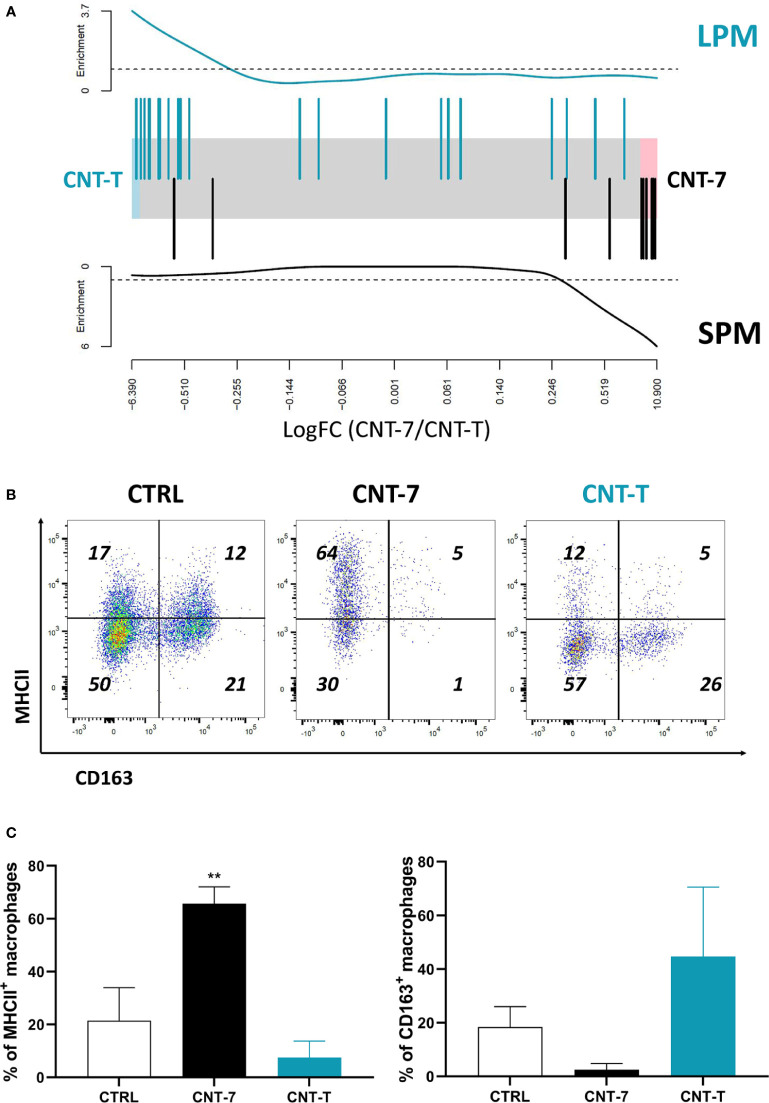
Mesotheliomagenic CNT-7 and non-mesotheliomagenic CNT-T exposure induces MHCII^high^ SPM and MHCII^low^ LPM macrophage development, respectively. **(A)** Barcode plot showing enrichment of MHCII^low^ (LPM-like) (in green, top panel) and MHCII^high^ (SPM-like) (in black, bottom panel) signatures in the CNT-7 *vs* CNT-T macrophage comparison. Macrophages were purified from the peritoneal cavity of rats treated with CNT-7 or CNT-T (2 mg I.P.) and sacrificed after 15 days. Black bars show up MHCII^high^ signature genes, blue bars show up MHCII^low^ signature genes. The worms show relative enrichment. **(B)** Flow cytometry dot plots (MHCII-CD163) of CD11bc^high^ and HIS48^dim^ macrophages from untreated and CNT-7- or CNT-T-treated Wistar rats (2 mg, I.P.) at 7 days. **(C)** Percentage of MHCII and CD163-positive macrophages from untreated or CNT-7/CNT-T-treated rats sacrificed 7 days after. Each bar represents the mean of 3 replicates ± SD. The results were statistically analysed using ANOVA test followed by Dunnett’s test. (**) p = 0.0021 indicates a statistically significant difference with controls.

### MHCII^high^ and MHCII^low^ Macrophage Replenishment During CNT Responses Depend on Monocyte-Lineage Progenitors

Our phenotypic data suggested that regenerated MHCII^high^ SPM macrophages after mesotheliomagenic CNT-7 derived from monocytic progenitors. We assessed monocyte composition of peritoneal lavages and found that CNT-7 induced a clear accumulation of monocytes (CD11b/c^int^ His48^high^, gating strategy see **Figure 1A**, frame C) starting at 3 hours to reach a peak at 3 days, just before macrophage repopulation (**Figure 4A**). This reaction was less important and limited to day 1 after CNT-T (**Figure 4A**). Moreover, high levels of CCL2 and M-CSF, essential for monocyte chemo-attraction, survival and differentiation were detected at 3 hours in peritoneal fluid of CNT-7-treated rats in comparison to CNT-T and untreated rats (**Figure 4B** and **Supplementary Figure 5**). These data additionally supported a monocytic ontogeny for MHCII^high^ macrophages. Finally, we also depleted the source of monocytes by depleting the bone marrow progenitors with Busulfan and appreciated macrophage regeneration in CNT-treated rats. Peritoneal macrophage replenishment was completely abrogated in monocyte-depleted animals treated with CNT-7 (**Figure 4C**). While monocytes and related cytokines were not massively accumulated after CNT-T treatment (**Figures 4A, B**), we also observed that monocyte-depletion affected macrophage replenishment (**Figure 4C**). Altogether, these results demonstrated that the replenishment of the peritoneal cavity by MHCII^high^ SPM and to a lesser extent MHCII^low^ LPM relies on a monocytic source after mesotheliomagenic CNT-7- and CNT-T-induced MDR.

**Figure 4:**
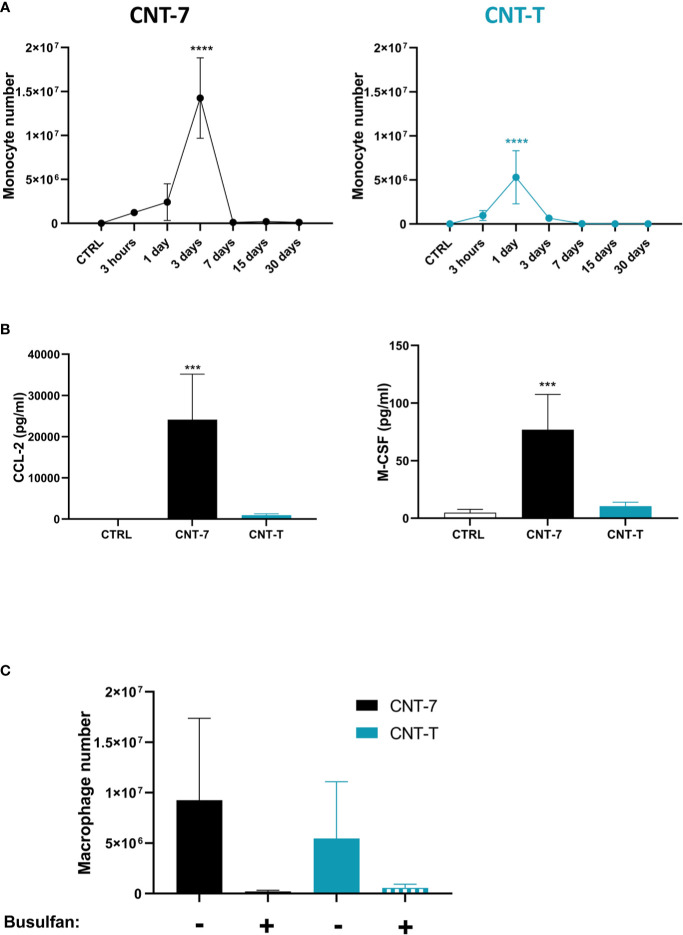
Macrophage regeneration after CNT-7 treatment depends on blood monocytes. **(A)** Number of peritoneal monocytes in response to mesotheliomagenic CNT-7 and non-mesotheliomagenic CNT-T (2 mg, I.P.) (day 0-30). CTRL are untreated rats sacrificed at 3 hours. Each point represents the mean of 4 samples ± SD. **(B)** CCL2 and M-CSF released at 3 hours in untreated and CNT-7 and CNT-T-treated rat (2 mg, I.P.) peritoneal fluid were tested using Bio-Plex multiplex assay. M-CSF and CCL2 were found to be abundantly produced by CNT-7-treated rats. **(C)** Percentage of peritoneal macrophages (CD11bc^high^ HIS48^dim^) after S.C. injection of double dose of Busulfan (15 mg/kg) before and after injection of CNT-7 and CNT-T. Rats were sacrificed 15 days after CNT injection. Each bar represents the mean of 3 replicates ± SD. The results were statistically analysed using ANOVA test followed by Dunnett’s test. (***) p = 0.0002, (****) p < 0.0001 indicates a statistically significant difference with controls.

### Macrophages Replenishing the Peritoneal Cavity After Non-Mesotheliomagenic CNT-T Are Self-Renewing

In comparison to monocyte-derived MHCII^high^ SPM macrophages, RNA-seq data revealed that several genes related to cell cycle and mitosis were specifically and strongly expressed by MHCII^low^ LPM macrophages after CNT-T (**Figure 5A**). 

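As the genes of the Reactome pathway are not given in the paper's text, the S and G2/M phase genes distributed with the Seurat package were used as the cell cycle list. Of its 97 genes, 94 were tested, 92 were lower in CNT-7 than in CNT-T and 84 lay in the lowest 10% of all genes. Significantly lower were 89 genes and significantly higher 1 gene, with the same counts when the adjustment was made over the list alone. That gene was Jpt1, named after its values were seen. The median log2 fold change of the list was -1.13 (limma's camera, adjusted p = 1.2e-42), and it was -1.02 for the 42 S phase genes and -1.14 for the 52 G2/M phase genes. With the correlation between genes estimated from the data, the unadjusted camera p-value rose to 0.048. Of the 18 divisions of the 8 rats that put 2 rats of each particle on each side, 12 also had a camera p-value under 0.05, and none of the 34 divisions other than the real one had a median as far from 0. The cell cycle score was -0.54 ± 0.41 (SD, n = 4) after CNT-7 and 0.54 ± 0.088 (SD, n = 4) after CNT-T, without overlap (exact permutation test, two-sided, p = 0.0286). CNT-7 rat 11 had the highest score of its group, -0.035, and CNT-7 rat 10 the lowest, -0.97. Mki67 (ENSRNOG00000028137), which encodes ki-67, had 123 ± 49.8 CPM after CNT-7 and 383 ± 15.8 CPM after CNT-T (log2 fold change -1.64, standard error 0.24, adjusted p = 0.0018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each rat left out in turn, its log2 fold change stayed between -1.93 and -1.48.

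**Figure D3:**
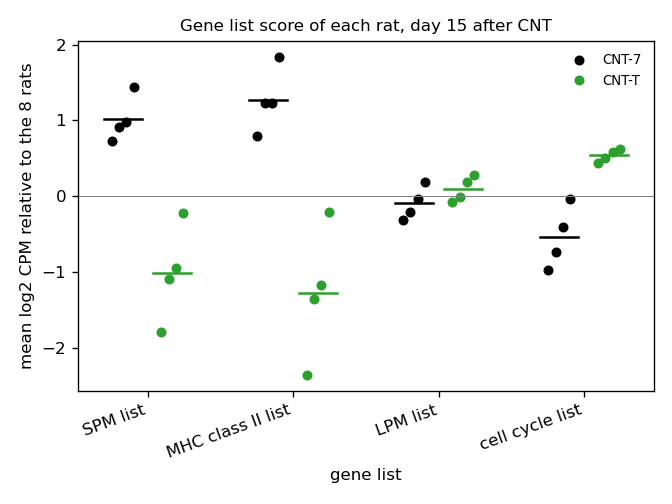
Score of each rat on day 15, as mean log2 CPM relative to the 8 rats, for the SPM, MHC class II, LPM and cell cycle lists, with a point for each of the 4 CNT-7-treated (black) and 4 CNT-T-treated (green) rats and a line at the group mean. The groups are apart in the SPM, MHC class II and cell cycle lists and overlap in the LPM list.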

To confirm their proliferative ability, we next studied BrdU incorporation and ki-67 expression. Based on BrdU data, MHCII^low^ macrophages from CNT-T-treated rats proliferated more than macrophages from untreated and CNT-7-treated rats (Flow cytometry dot plot and bar graph, **Figure 5B**). Similar data were obtained by analysing the expression of ki-67. MHCII^low^ CNT-T macrophages expressed more ki-67 transcripts (qRT-PCR, **Figure 5D**) and protein (Flow cytometry dot plot and bar graph, **Figure 5C**) than macrophages from untreated- or CNT-7-treated rats. Altogether, these results indicate that self-proliferating MHCII^low^ LPM become the prevalent macrophage subset in response to CNT-T in contrast to CNT-7.

**Figure 5:**
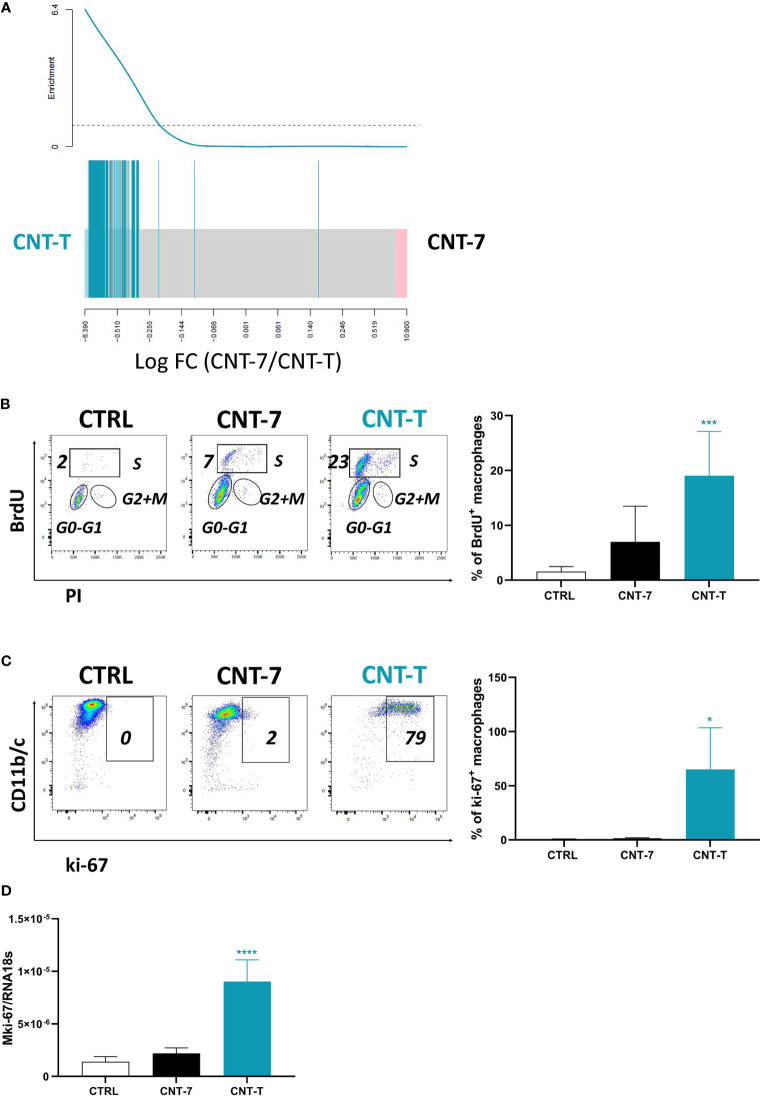
Macrophages repopulating the peritoneal cavity after non-mesotheliomagenic CNT-T treatment are self-renewing. **(A)** Barcode plot showing enrichment of cell cycle related signature belonging to the “Cell Cycle/Mitotic” pathway R-RNO-69278 from Reactome database in the CNT-7 *vs* CNT-T macrophage comparison (respectively in black and green). Macrophages were purified from the rat peritoneal cavity after CNT-7 or CNT-T treatment (2 mg I.P.) at day 15. The worms show relative enrichment. **(B)** Flow cytometry dot plots show the proportions of peritoneal macrophages in S phase (BrdU-positive) of untreated Wistar rats or rats injected (2 mg I.P.) with CNT-7 or CNT-T and sacrificed at 7 days. Graph of BrdU-positive macrophages: each bar represents mean ± SD of 6 observations. **(C)** Flow cytometry dot plots show the proportions of peritoneal macrophages ki-67-positive from untreated or CNT-7/CNT-T treated rats sacrificed at 7 days. The graph represents the ki-67-positive macrophages from untreated rats and CNT-7 or CNT-T-treated rats. Each bar represents mean ± SD of 6 observations. **(D)** mki-67 from macrophages purified from untreated and CNT-treated rats (at 15 days) was quantified by qRT-PCR. Values are means ± SD of 4 animals. The results were statistically analysed using ANOVA test followed by Dunnett’s test. (*) p = 0.0332, (***) p = 0.0002, (****) p < 0.0001 indicates a statistically significant difference with controls.

## Discussion

CNT are attractive materials with unique physical and chemical properties, including tensile strength, stiffness and good electrical conductivity which are currently used in engineering and material sciences for rechargeable batteries, automotive parts, sporting goods and water filters (29). Experimental studies in rodents demonstrated that the long and straight CNT-Mitsui-7 can induce mesothelioma like asbestos fibres, and experts classified CNT-7 in the IARC Group 2b, i.e. as possibly carcinogenic for humans (5). The numerous applications of other CNT justify the need of carefully characterizing the mesotheliomagenic potential (30, 31).

Like for asbestos, the pathogenicity of CNT is linked to their shape and geometry (3). In rats, more sensitive than mice to mesothelioma development, a single intraperitoneal injection of CNT with a straight and acicular shape (CNT-7) induced peritoneal mesothelioma with a 100 % of incidence after 52 weeks. On the other side, tangled CNT (CNT-T) did not induce peritoneal mesothelioma in long-term studies (3 years) (17, 32–34).

In homeostatic conditions the peritoneal cavity is populated by resident macrophages, free-floating GATA6^+^ cells able to proliferate locally without the contribution of bone marrow-derived monocytes (35). Inflammatory stimuli trigger a phenomenon called Macrophage Disappearance Reaction (MDR), during which resident macrophages become irretrievable from the lavage of the serous cavity. This phenomenon was already observed after different inflammatory insults (14, 16, 27, 35), but is still incompletely understood. MDR can be associated with cell death, adhesion to neighbouring tissues or migration to the draining lymph nodes or the omentum (14, 27). MDR is a strategy to face and annihilate the infection by which macrophages, under the control of GATA6, move from the peritoneum to the closest tissues in order to alert the immune system. At the same time, they express factor V of the coagulation cascade to promote clot formation in order to trap free-floating bacteria or foreign particles and facilitate their phagocytosis (36). Here, we report a clear disappearance reaction in the rat peritoneal cavity only 3 hours after the injection of both kinds of CNTs (CNT-T and CNT-7). Interestingly, MDR was not linked to a migration to neighbouring tissue but was caused by the cytotoxic activity of CNT to peritoneal resident macrophages.

In steady state conditions, even if the peritoneal cavity is easily accessible from blood vessels, blood monocytes do not contribute to the existing pool of resident macrophages (37). However, when resident macrophages are depleted during inflammatory stimuli, macrophages from circulating monocytes or self-proliferating resident macrophages represent the two competing mechanisms to achieve the repopulation of empty cavities. This phenomenon is called ‘niche model’ and occurs when the compartment is accessible (no physical barriers), available (not occupied by other macrophages) and without other competitive progenitors (37). The degree of the replacement depends on the magnitude of inflammation. In case of severe inflammation all the resident macrophages are depleted and then replaced by bone marrow-derived monocytes which acquire a mature resident phenotype characterized by an accentuated expression of MHCII complex (38). A mild inflammation, conversely, preventing a complete loss of resident cells, triggers a lower recruitment of monocytes which differentiate into highly proliferating, immature cells (38). As debated below, our data are in complete accordance with the niche and inflammation magnitude concepts and support their utilities in particle toxicology and mesothelioma fields.

The regeneration of macrophages by monocytes is orchestrated by dying macrophages releasing master inflammatory mediators (mainly members of the IL-1 and TNF families). These inflammatory molecules temporarily trigger macrophage niche (epithelial, endothelial and stromal cells) to release monocyte-recruiting (CCL2 and adhesion molecules) and differentiating (CSF family) factors that result in monocyte engraftment and differentiation (39). The exact growth factors orchestrating monocyte differentiation or macrophage proliferation are still debated but the most accepted hypothesis is that the expression of soluble or membrane forms of M-CSF, IL-34 or GM-CSF and the complex association of their corresponding receptors are crucial to fill the empty niches and finalize the macrophage repopulation (15).

Our data support the new concept that the regeneration of macrophages during mesotheliomagenic responses to CNT-7 is exclusively tributary of the monocyte pool. The initial depletion depends on the cytotoxic activity of the particles to macrophages, and the intensity and duration of the inflammation, which is related to the type of macrophage death. Indeed, the rigid, needle-like shape of CNT-7 is responsible for a pronounced inflammatory reaction initiated by pyroptosis/inflammasome mediated-cell death (IL-1β activation and release) and release of inflammatory cytokines (IL-6, IL-17A, CCL3, GRO/KC) involved in neutrophil recruitment. The cytotoxic and inflammatory activity of CNT-7 in turn triggers the recolonization of the niche by inflammatory monocytes which differentiate into pathogenic macrophages.

The dynamic of macrophage replenishment after mesotheliomagenic CNT-7-induced depletion could rely on the CCL2 and M-CSF axis (**Figure 4B**). CCL2 (MCP-1) is a chemokine regulating monocyte infiltration in tissues. The major source and the main cell target of CCL2 is the monocyte/macrophage lineage. CCR2^high^ monocyte-derived macrophages typically infiltrate cancer promoting tumor growth, immunosuppression, angiogenesis, and cancer cell dissemination leading to a bad prognosis (40). Anti-CCL2 neutralizing antibodies reduce mesothelioma growth and tumor volume, switching the polarization of tumor infiltrating macrophages to a more anti-tumor phenotype (41). M-CSF controls the production, differentiation, survival and functions of macrophages, monocytes and bone marrow progenitors. Like CCL-2, M-CSF is involved in monocyte chemoattraction and promotes monocyte survival (42). M-CSFR (also known as CSF1-R) inhibitors induce the depletion of tumor infiltrating macrophages or their polarization towards a pro-inflammatory phenotype, with beneficial effects for mesothelioma regression (43, 44).

After the macrophage disappearance reaction, monocytes from CNT-7-treated rats engrafted the empty peritoneal cavity and differentiated into resident cells, possessing a unique MHCII^high^ SPM phenotype. Serous cavities physiologically comprise distinct macrophages subsets. Monocyte-derived MHCII^high^ macrophages are characterized by highly phagocytic activity and constitutively producing RELM-alpha, a cytokine signature of alternatively activated macrophages (M2) that controls the CD4^+^ T cell response during inflammatory events and promotes tissue repair process (45). It was recently discovered that MHCII^high^ macrophages present the antigens to naïve CD4^+^ T cells, thanks to DNAM-1, an immunoreceptor, co-immunostimulatory signal which binds its counterpart (CD155 ligand) on CD4^+^ T cells (46). These data are in accordance with our previous results showing that only mesotheliomagenic particle injection induced an accumulation of monocytes and macrophages possessing the ability to limit T cell functions (4). This alternative polarization of monocyte-derived macrophages after CNT-7, is possibly kept until the installation of cancer, contributing to prevention of T cell killer activity, as widely described in the literature (11).

We showed that the replenishment of the cavity after non mesotheliomagenic CNT-T is organised by monocyte-derived MHCII^low^ CD163^+^ macrophages. MHCII^low^ macrophages are maintained through local self-renewal in naïve conditions (47). They express GATA6, important for the proliferation, survival and physiologic metabolic activity of macrophages. Moreover, these cells represent an important reservoir of mature macrophages, which can be mobilized to repair injured tissues and orchestrate return to homeostasis (47). We demonstrated that MHCII^low^ macrophages presenting the characteristics of proliferating and self-renewing cells also accumulate after CNT-T. At the same time, these proliferating macrophages partially depend on hematopoietic progenitors since they are not completely replenished after monocyte depletion (**Figure 4C**). These findings agree with those published by Louwe and coauthors (38). They demonstrated that mild inflammation induced the recruitment of long-lived monocyte-derived macrophages joining the remaining resident cells in the peritoneal cavity. The competition for the niche signals between resident and newly arrived macrophages forced the latter to acquire a highly proliferative and immature GATA6^low^ MHCII^high^ phenotype which progressively differentiate into a GATA6^high^ MHCII^low^ mature state. In agreement with these observations, Cain and coworkers (48) showed that after resident cell depletion *via* chemical or radioactive treatment, circulating monocytes differentiate first into F4/80^low^ MHCII^high^ macrophages and later into F4/80^high^ MHCII^low^ proliferating macrophages. This represents the physiological process allowing to restore the reservoir of resident cells with bone marrow derived circulating monocytes after depletion. We thus propose that MHCII^low^ macrophages derive at very early time point from MHCII^high^ macrophages. Then, MHCII^low^ macrophages proliferate and reconstitute the peritoneal macrophage stock by proliferation.

Altogether, our findings suggest that the subtype of macrophages replenishing the peritoneal cavity during the early responses to particles is a key element in mesothelioma development (**Figure 6**). Pathogenic needle-like CNT are highly cytotoxic for resident macrophages in the peritoneal cavity. This cytotoxicity induces the release of pyroptotic-related inflammatory cytokines and chemokines, which, in turn, together with the need to repopulate the empty niche, orchestrate early immune responses characterized by the recruitment of monocytes that differentiate later into MHCII^high^ SPM. MHCII^high^ SPM macrophages express the signature of an alternative polarized phenotype (like RELM-alpha and DNAM-1) which characterize also Tumor associated Macrophages, infiltrating mesothelioma and limiting T cell anticancer activity. In contrast, the macrophage repopulation after non-mesotheliomagenic CNT is caused by the proliferation of newly differentiated MHCII^low^ macrophages from recruited monocytes. These proliferating macrophages re-colonize the peritoneum and can restore the normal equilibrium disrupted after particle-induced depletion without deploying inflammation.

**Figure 6:**
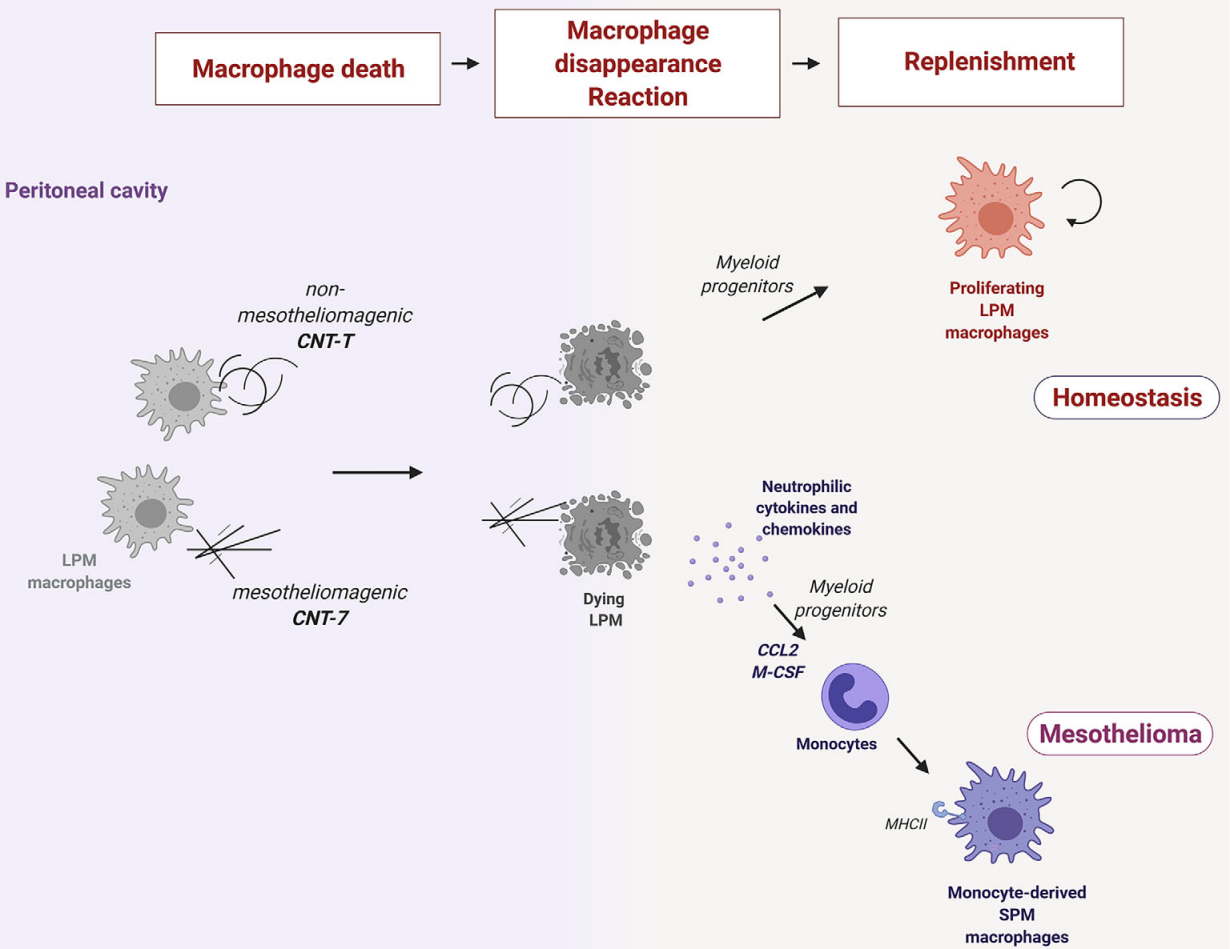
Resident macrophages phagocytize needle-like mesotheliomagenic particles (CNT-7), die rapidly (macrophage disappearance reaction or MDR) and release pyroptosis-related inflammatory cytokines (IL-1β, IL-6, and IL-17A) and chemokines (GRO/KC) to recruit neutrophils and alert the immune system. Released M-CSF and CCL2 chemokines also recruit bone marrow-derived monocytes, which then differentiate into MHCII^high^ small peritoneal macrophage (SPM-like) to replenish the empty macrophage niche. These monocyte-derived macrophages after CNT-7 may contribute to mesothelioma by preventing T cell killer activity. A MDR is also observed after phagocytosis of non-mesotheliomagenic tangled particles (CNT-T) but in a non-inflammatory environment. In this case, the replenishment of the cavity relies firstly on myeloid monocyte differentiation and later on proliferating MHCII^low^ large peritoneal macrophages (LPM).

These findings may open a horizon for a new therapeutic strategy for mesothelioma based on reprogramming of MHCII^high^ macrophages towards a MHCII^low^ profile and the reactivation of their cell cycle to revert their functions into non-pathogenic cells. Moreover, the regeneration and the niche model proposed in this study validate the interests for *in vivo* bioassays assessing MDR and macrophage repopulation for anticipating the hazardous potential of a new particle or fibre sample.

## Data Availability Statement

Both raw and processed RNA-seq data were deposited on the Gene Expression Omnibus (GEO) and made publicly available (GSE157487).

## Ethics Statement

The animal study was reviewed and approved by Comité d’Ethique pour l’Expérimentation Animale, Secteur des Sciences de la Santé, Brussels, Belgium (No LA1230312).

## Author Contributions

MO, FH, DB, BB, JA, and DL were involved in the conception and design of the experiments and data analysis. MO and FH wrote the manuscript. MO, MP-P, SI, and MB performed the experiments. All authors contributed to the article and approved the submitted version.

## Funding

This work was funded by the Actions de Recherche Concertées, Fédération Wallonie‐Bruxelles (ARC 19/24‐098, CYTAID), Fondation Contre le Cancer (2019‐219), Fonds de la Recherche Scientifique (FNRS, PDR T.0119.13), ANSES (Agence nationale française de sécurité sanitaire de l’alimentation, de l’environnement et du travail, MacFibOsis) and European Commission under H2020 project (Contract no. 874707, Eximious). FH is a Senior Research Associate with the FNRS, Belgium.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

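The data are the RNA-seq counts of sorted peritoneal macrophages from 4 CNT-7-treated and 4 CNT-T-treated Wistar rats, collected 15 days after injection of 2 mg of the particles. Conditions and rat numbers were taken from the sample labels. All 8 rats were used, and 0 columns of the table were left out.

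The authors ran the ARMOR workflow. They checked the reads with FastQC, quantified them with Salmon against an index of the Ensembl rat cDNA sequences (assembly Rnor_6.0), and imported the estimates into R with tximeta. The authors deposited estimated counts per gene, without normalization, as whole numbers for 23487 genes. Rounding to whole numbers therefore changed no value. The version of Salmon is not given in the paper's text. Any length offsets that tximeta passed to the authors' edgeR test were not used here. Estimated counts divide reads between similar transcripts, so values of near-identical genes, such as the RT1 genes, the alpha globins and the Rnase2 family, are uncertain. The table pairs Ensembl identifiers with symbols, and 83 symbols are repeats of an earlier one. No genome sequence or annotation of the authors' assembly was used, and therefore no coordinates are given.

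The quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 compared both groups, with TMM normalization, the default filter of filterByExpr (a minimum count of 10 and a minimum total of 15), and Benjamini-Hochberg adjustment. Genes were called at an adjusted p-value under 0.10, as in the paper. This left 12124 genes. Log2 fold changes are CNT-7 over CNT-T, and standard errors are the log2 fold change divided by the square root of the F statistic. CPM values use TMM-normalized library sizes. Gene lists were tested with camera of limma 3.58.1, with a preset correlation between genes of 0.01 a threshold of p under 0.05 and Benjamini-Hochberg adjustment over the 4 lists tested (a part of a list entering in place of its list). The SPM, LPM and MHC class II lists were written before the data were examined from genes named in the paper and from general knowledge of peritoneal macrophages, and the cell cycle list holds the S and G2/M genes of Seurat in rat spelling. List scores used log2 CPM with a prior count of 2 and were compared by an exact permutation test over the 70 divisions of the 8 rats, for which the smallest two-sided p-value is 0.0286.

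The total was between 27195157 and 33732981 counts per rat. The smallest level that 3 counts can show was at most 0.11 CPM. Reads were not counted by molecular identifiers, so such a floor covers counting error alone.

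Genes given with their own values were chosen by a rule set before the data were examined. They are the markers named in the paper's text, and the 5 largest rises and 5 largest falls. Both are among named genes with an adjusted p-value under 0.10, no overlap between the groups and a mean of at least 1 CPM. The paper names MHC-II but not its genes, and RT1-Ba, RT1-Bb, RT1-Da, RT1-Db1, Cd74 and Ciita were taken for it. Cd74 and Ciita are therefore not markers that the paper's text names. Other genes of the lists are given as part of their list. Genes outside the rule are stated to have been chosen after their values were seen.

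The alternatives set before the data were examined were DESeq2 1.42.0 with its size factors, upper-quartile normalization, no filter on low counts, at least 10 counts in every rat, an adjusted p-value under 0.05, at least a 2-fold change, the range of the rat numbers as a block, and each rat left out in turn. For the lists they were an estimated correlation between genes, the rotation test fry, and parts of the lists. For the scores they were a prior count of 0.5 and the median over genes.

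The scripts were tested on simulated counts drawn from the means, library sizes and dispersions of these rats, with 200 genes changed. Of 197 changed genes among 12032 tested, edgeR recovered 171 (86.8%), and 12 of its calls (6.56%) were false. DESeq2 recovered 175 (88.8%), and 45 of its calls (20.5%) were false. A simulated list of 20 genes lowered together was found by camera, and 0% of 200 random lists had p under 0.05. The simulated genes were independent of each other, so this does not test camera on genes that vary together. Far fewer genes were changed than the 3383 called in the real comparison, so the shares of false calls do not carry over to it. With DESeq2 the share was above what the threshold of 0.10 allows.

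RNA-seq of untreated rats, and the flow cytometry, cytokine and qRT-PCR measurements of the paper, were not analysed here.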

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

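The tests on eosinophil, mast cell, neutrophil and mesothelial markers were chosen after the results were seen, from marker lists written before the data were examined, and Siglec5 was left out after its values were seen. The test of library size was set before.

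In 6 groups of 4 rats, a single rat stood apart from the others by the ratio of its gap to the range of the group (Dixon's ratio above its critical value for 4 samples). As 128 groups were examined, 6.4 are expected by chance, and no pattern is drawn from them. Cx3cr1 was highest in CNT-T rat 2 (ratio 0.856), at 6.77 CPM, with 3.29 to 3.80 CPM in the other CNT-T rats. Cd5l was highest in the same rat (ratio 0.939), at 12.7 CPM against 4.40 to 4.91 CPM. Garnl3 was highest in CNT-7 rat 11 (ratio 0.883), at 1.74 CPM. Ccl3 was highest in CNT-T rat 13 (ratio 0.858), at 8.34 CPM. For Rnase2 and Mmp7, CNT-T rat 13 had 0 counts and the other 3 CNT-T rats had 1 count each (ratio 0.897 for both), which is below the smallest detectable level and carries no order. No biological explanation was tested for these rats.

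The paper does not discuss the 5 largest rises and 5 largest falls among the named genes that met the rule. Higher after CNT-7 were Rnase2 (log2 fold change 10.93), Fbp1 (10.20), Rnase1l1 (8.62), Hdc (8.30) and Mmp7 (6.83). Lower after CNT-7 were Ostn (-5.98), Hhatl (-4.99), Shank3 (-4.97), Id3 (-4.72) and Dmpk (-4.64). All of them are above the smallest detectable level in the higher group. Rnase2, Fbp1 and Mmp7 had at most 1 count in each CNT-T rat. Their CNT-7 means were at least 519-fold, 224-fold and 30.3-fold higher, with the floor of 3 counts in place of the CNT-T level. For Mmp7 this limit rests largely on CNT-7 rat 3 (7.72 CPM, against 0.76 to 3.65 CPM in the other CNT-7 rats). Ostn had at most 3 counts in each CNT-7 rat and was at least 22.6-fold lower after CNT-7. The genes were selected for groups that do not overlap, so their own permutation p-values show nothing further.

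Total counts did not differ between the groups (exact permutation test, two-sided, p = 0.286), which speaks against library size as the cause of these differences. Rnase2 and Rnase1l1 could be from eosinophils. The summed CPM of eosinophil markers (exact permutation test, two-sided, p = 0.114) cannot tell, as Siglec5 made up at least 96.4% of the sum in every rat. Without Siglec5 the markers summed to between 0.18 and 9.33 CPM after CNT-7 and between 0.11 and 0.36 CPM after CNT-T (exact permutation test, two-sided, p = 0.286). CNT-7 rats 10 and 11 each had 0.18 CPM of Ccr3 and 0 counts of Il5ra, within the range of the CNT-T rats, but 84.4 and 49.4 CPM of Rnase2 and 153 and 155 CPM of Rnase1l1. This goes against eosinophils as the source of these rises. Hdc could be from mast cells, but mast cell markers summed to between 0.56 and 1.56 CPM after CNT-7 and between 0.030 and 2.21 CPM after CNT-T (exact permutation test, two-sided, p = 0.514), whereas Hdc had 45.0 ± 31.3 CPM after CNT-7. Sharing of reads within the Rnase2 family was not tested, and the rises of Rnase2 and Rnase1l1 cannot be told apart from it as to which member rose. Markers of neutrophils summed to between 33.9 and 63.0 CPM after CNT-7 and between 26.3 and 68.5 CPM after CNT-T (exact permutation test, two-sided, p = 0.486). Csf3r made up at least 68.7% of the sum, and the sum without it was not tested. S100a8 was lower in all CNT-7 rats (1.34 to 3.25 CPM) than in any CNT-T rat (4.19 to 9.03 CPM), and the other neutrophil markers did not separate the groups. Markers of mesothelial cells summed to between 0.29 and 1.01 CPM after CNT-7 and between 0.18 and 0.46 CPM after CNT-T (exact permutation test, two-sided, p = 0.286). None of these cells was tested as the source of the other 7 genes. Whether the macrophages themselves changed any of these 10 genes remains open.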

How the results depend on the processing

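The groups share no rat numbers. No paired analysis was possible because no number occurs in both groups. The range of the rat numbers (1 to 5 against 10 to 13), with 2 rats of each particle in each range, served as a block in an alternative fit, which gave 3359 genes against 3383.

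The number of genes with an adjusted p-value under 0.10 lay between 2507 and 3633 under the alternatives other than the 2-fold change, with 2507 at an adjusted p-value under 0.05 and 3633 with DESeq2, which shared 3357 genes with edgeR. The fits that each left out one rat gave 2578 to 3515 genes. With at least a 2-fold change the number fell to 1006 from 3383, with 552 from 1686 higher and 454 from 1697 lower in CNT-7. Higher genes made up 49.8% of the calls, and between 48.3% and 50.4% under the other normalizations, filters and the block. The median log2 fold change of all genes moved from 0.0083 to at most 0.027 under these settings.

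The SPM list and the cell cycle list kept their direction and an unadjusted camera p-value under 0.05 under every alternative, with medians between 1.503 and 2.82 and between -1.35 and -0.96. With the estimated correlation between genes, these p-values were 0.033 and 0.048, and 0.075 for both lists after adjustment over the 4 lists. The MHC class II list kept its direction, with medians between 2.47 and 3.25. Its median of 2.75 had a camera p-value of 0.056 when the correlation between genes was estimated, against p-values between 3.8e-15 and 0.0012 under its other alternatives. The cause was not tested.

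The LPM list did not keep its result. Its median was -0.028 with a camera p-value of 0.124 when the correlation between genes was estimated, -0.025 with p = 0.052 with at least 10 counts in every rat, and 0.054 with no filter on low counts. Across the 8 fits that each left out one rat, it ran from -0.12 to 0.11. It was positive without CNT-7 rat 10 (0.11) and without CNT-T rat 1 (0.063). Camera placed the list lower in CNT-7 in each of these fits, but its p-value was above 0.05 in 3 of the 8, at 0.071 without CNT-7 rat 3, 0.063 without CNT-7 rat 10 and 0.063 without CNT-T rat 1. The cause of the changes was not tested. Across its alternatives the camera p-value ran from 5.1e-05 to 0.124.

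The cell cycle score differed by -1.08 between the groups, and by -1.25 to -0.93 when each rat was left out. The MHC class II score differed by 2.55, and by 2.19 to 2.90. Without any one of the CNT-T rats for the cell cycle, and without CNT-7 rat 3 for MHC class II, the exact permutation p-value was 0.0571. In each of these fits the groups still did not overlap, but 1 other of the 35 divisions of the 7 remaining rats into 3 and 4 was as far apart. The SPM score kept an exact permutation p of 0.0286 in all its alternatives, and the LPM score stayed without significance, with differences between -0.31 and -0.11. Within the rats numbered 1 to 5 the SPM score differed by 1.87 and the cell cycle score by -1.04, and within those numbered 10 to 13 by 2.19 and -1.11. The MHC class II score differed by 2.32 and 2.78, and the LPM score by -0.36 and -0.025. With 2 rats per group these differences were not tested.

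Single genes were compared under 690 combinations of 59 genes and an alternative, of which 662 kept direction and side of the threshold, 8 became weaker, 13 stronger and 7 reversed. The reversals were in genes without a significant change. They were Icam2 (-0.0073 without CNT-7 rat 5 and -0.045 without CNT-T rat 13), Lyve1 (0.052, 0.13 and 0.081 without CNT-7 rat 5, CNT-7 rat 10 and CNT-T rat 2), Ltbp1 (0.063 without CNT-T rat 1) and Cxcl1 (0.013 without CNT-T rat 13). Across the leave-one-out fits these ran from -0.045 to 0.15 for Icam2, -0.31 to 0.13 for Lyve1, -0.38 to 0.063 for Ltbp1 and -0.96 to 0.013 for Cxcl1. With the range of the rat numbers as a block, RT1-DMa (adjusted p = 0.051) and Nlrp3 (adjusted p = 0.046) became significant. Genes with few counts, such as Retnla with 0 to 4 counts in each rat, are limited by depth and were not tested.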

Differences from the paper's values

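The values read by eye from the axis of Fig. 3A (lowest about -6.4, limit of the lowest 10% of genes about -0.51, limit of the highest 10% about 0.52, highest about 11) lay within the error of those computed here (-6.38, -0.51, 0.53 and 10.93). The error of the lowest value was 4.59, which covers every alternative, so its match decides little. For the other values most alternatives stayed within the error, but some did not. The highest was 5.90 with at least 10 counts in every rat. The limit of the highest 10% was 1.53 with no filter on low counts. The ratio of Mki67 transcripts after CNT-T to those after CNT-7 was about 4.1 by qRT-PCR in Fig. 5D, read by eye, and 3.11 in the RNA-seq counts, which is within a factor of 1.5 of it.

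The paper states that macrophages of CNT-T-treated rats expressed LPM genes, in contrast to CNT-7. Here the LPM list of 17 tested genes had a median log2 fold change of -0.028, and its score per rat did not differ between the groups (exact permutation test, two-sided, p = 0.20), although camera placed the list lower in CNT-7 (limma, adjusted p = 0.024). Among the alternatives set before the data were examined was the list restricted to the 4 tested genes named in the paper. It had a median of -1.02 (limma's camera with the preset correlation alone, adjusted p = 5.1e-05). The rotation test fry of limma also placed the 17 genes lower (adjusted p = 0.0061). With the estimated correlation between genes (adjusted p = 0.124) and with at least 10 counts in every rat (adjusted p = 0.052, both limma's camera) the list was not significant, and neither was it without CNT-7 rat 3 (adjusted p = 0.071), without CNT-7 rat 10 (adjusted p = 0.063) or without CNT-T rat 1 (adjusted p = 0.063). The list is not the paper's own signature.

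The paper's discussion attributes RELM-alpha to MHCII high SPM. Here its gene Retnla had 0 to 4 counts in each CNT-7 rat, and it was not above the filter on low counts.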

Other observations

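The tests of the divisions of the rats for the gene lists and for each direction of change, and those on LPM genes, alpha globins, T cells and dendritic cell markers without Zbtb46 and Batf3, were chosen after the results were seen. Those on the number of differing genes, B cells, dendritic cells and the share of cell cycle genes were set before.

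The real division of the 8 rats into CNT-7 and CNT-T was compared with all 35 divisions into 4 and 4. Only the real one gave as many as 3383 differing genes (1 of 35), and likewise 1 of 35 gave as many as 1686 genes higher or 1697 genes lower. Among the other divisions the largest number was 1 gene, and their median was 0 genes, with a median of 349 genes at an unadjusted p under 0.05 against 4031 in the real division. The division by the range of rat numbers gave 0 genes, with 317 at an unadjusted p under 0.05. In all divisions but the real one, the difference between the particles lies within the groups, widens their spread and lowers these counts. The 0 genes of the division by rat number therefore cannot speak against a difference between the ranges. For the medians of the SPM, MHC class II and cell cycle lists, 1 of 35 divisions was as far from 0, and for the LPM list 28 of 35 were. For the camera p-values, 1 of 35 was as small for the cell cycle list, 2 of 35 for the SPM list, 2 of 35 for the MHC class II list and 4 of 35 for the LPM list. Of the 34 other divisions, 16 keep 3 rats of one particle together and with them a part of the difference between the particles, and 18 put 2 rats of each particle on each side. In these 18, camera with the preset correlation gave p under 0.05 for the SPM list in 6, for the MHC class II list in 4, for the cell cycle list in 12 and for the LPM list in 3. The scores per rat with their exact test do not rest on the preset correlation.

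The higher SPM list after CNT-7 could come from other antigen-presenting cells among the sorted macrophages. B cell markers summed to between 0.18 and 3.12 CPM after CNT-7 and between 0.15 and 0.49 CPM after CNT-T (exact permutation test, two-sided, p = 0.743). Dendritic cell markers summed to between 13.4 and 19.1 CPM after CNT-7 and between 7.34 and 15.7 CPM after CNT-T, a mean difference of 0.57 on the log2 scale (exact permutation test, two-sided, p = 0.0857). Zbtb46 and Batf3 made up most of this sum. Without them, the dendritic cell markers summed to between 1.19 and 5.76 CPM after CNT-7 and between 0.46 and 0.59 CPM after CNT-T (exact permutation test, two-sided, p = 0.0286). Clec9a, Ccr7 and Batf3 were each higher in all CNT-7 rats than in any CNT-T rat, whereas Zbtb46 and Flt3 overlapped. Xcr1 was at least 0.072 CPM after CNT-7 and at most 0.036 CPM after CNT-T. Both limits are below the smallest detectable level, so they carry no order. Cd74, the most abundant MHC class II gene of the list, did not follow these markers among the CNT-7 rats, and the SPM score was similar in the rats with the lowest and the highest sum (0.91 and 0.98). Rat 11 had the lowest sum, 1.19 CPM, and 947 CPM of Cd74, whereas rat 5 had the highest, 5.76 CPM, and 748 CPM of Cd74. This goes against cells with these markers as the main source of the rise of the SPM list, though only in few rats and at low marker levels. A contribution of such cells is not excluded. Dendritic cells with little of these markers would not show in the sum, so the values cannot decide on them as a source. The lower cell cycle list after CNT-7 could rest on a few genes, but 94.7% of its tested genes were significantly lower.

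The LPM genes moved apart. Cd163, Adgre1, F5, Tgfb2, Fcna and Cd5l were lower after CNT-7, whereas Gata6 and Serpinb2 were higher and the other 9 tested genes did not change significantly. If LPM had only been diluted by cells that express none of the list, its genes should have fallen together, but 52.9% of the 17 genes were lower after CNT-7. This share is part of the pattern that raised the question and counts changes near 0, so it is no separate test of dilution. Of the significant genes, 6 were lower and 2 higher. A candidate explanation is that the macrophages after CNT-7 carried only a part of the LPM programme. It remains a hypothesis, since dilution by cells that express some of these genes was not tested. The counts do not show whether such a part was retained or acquired. From monocyte depletion, the paper concludes that replenishment after CNT-7 relied on monocytes.

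Alpha globin transcripts, chosen after their values were seen, were higher after CNT-7. Hba-a1 and Hba-a2, which are near-identical and were therefore summed, had between 210.2 and 676 CPM in the CNT-7 rats and between 12.7 and 50.4 CPM in the CNT-T rats. Red blood cells could be their source, but the other erythroid genes Hbb, Alas2 and Slc4a1 summed to between 2.96 and 22.9 CPM after CNT-7 and between 0.82 and 10.9 CPM after CNT-T (exact permutation test, two-sided, p = 0.486). Alpha globin had the same order among the CNT-7 rats as these other genes. It was 676, 325, 234 and 210 CPM in rats 3, 5, 11 and 10, against 22.9, 19.7, 3.11 and 2.96 CPM. In rats 10 and 11 the other genes lay within the range of the CNT-T rats. Red blood cells are not excluded as the source of a part of the rise, and no other explanation was tested.

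Cd8a (log2 fold change 2.74) and Cd2 (3.48), also chosen after their values were seen, were higher after CNT-7. T cells were tested as a source, and Cd3d, Cd3e and Cd3g summed to between 0.58 and 4.32 CPM in the CNT-7 rats and between 0.072 and 0.49 CPM in the CNT-T rats (exact permutation test, two-sided, p = 0.0286, the smallest possible). Cd8a did not follow Cd3 among the CNT-7 rats. Rats 3, 10 and 11 had 0.69, 0.76 and 0.58 CPM of Cd3 and 8.74, 5.31 and 7.20 CPM of Cd8a, whereas rat 5, with the highest Cd3 sum, had the lowest Cd8a level, 2.81 CPM. This goes against T cells as the only source of the rise of Cd8a. Cd2 had 1.94, 3.43 and 1.38 CPM in rats 3, 10 and 11 and 2.14 CPM in rat 5, and T cells are not excluded as the source of a part of its rise. No other explanation was tested.

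Of the cytokines, receptors and enzymes named in the paper's text, Arg1 (log2 fold change 3.20, adjusted p = 0.0096), Il1b (2.61, adjusted p = 0.0020) and Ccl2 (2.24, adjusted p = 0.0010) were higher in the macrophages after CNT-7, and Csf1r (-0.33, adjusted p = 0.027) and Cd68 (-0.34, adjusted p = 0.071) were lower, all by edgeR's quasi-likelihood test. Cd68 lost significance in several of the fits that left out one rat. Arg1 was between 5.16 and 34.5 CPM after CNT-7, with the highest value in rat 10. Tgfb1, Tnf, Ccl3, Cxcl1, Csf1, Nlrp3 and Mrc1 were not significant (Nlrp3 had an adjusted p of 0.104, and of 0.046 with the range of the rat numbers as a block). Tnf passed the threshold of 0.10 without CNT-7 rat 5 (log2 fold change -0.75, adjusted p = 0.074). Ccl3 (log2 fold change 0.71) passed it with DESeq2 (adjusted p = 0.072). In edgeR's test Ccl3 passed without CNT-7 rat 10 (adjusted p = 0.028) and without CNT-T rat 13 (adjusted p = 0.056). Nlrp3 also passed with DESeq2 (adjusted p = 0.085). Without CNT-T rat 13, Nlrp3 (adjusted p = 0.080) and Mrc1 (adjusted p = 0.086) passed in edgeR's test. Il10, Il6, Csf2 and Il34 were below the filter on low counts. Il6 nevertheless had 8 to 13 counts in each CNT-7 rat and 0 to 3 counts in each CNT-T rat, without overlap, and was at least 3.53-fold higher after CNT-7 with the floor of 3 counts in place of the CNT-T level.

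Genes associated with monocytes did not move together. Cx3cr1 was higher and F13a1 lower after CNT-7, as given with the SPM list, and Ly6c (log2 fold change -2.59, adjusted p = 0.011) and Irf8 (-1.90, adjusted p = 0.00072), chosen after their values were seen, were lower by edgeR's quasi-likelihood test. No explanation was tested.

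The CNT-7 rats differed among themselves in genes chosen after their values were seen. The interferon-induced gene Mx1 had 335 CPM in CNT-7 rat 11 and 29.8 CPM in CNT-7 rat 10, with 87.4 to 154 CPM in the CNT-T rats, and Ifit3 had 94.9 and 10.4 CPM in the same CNT-7 rats. CNT-7 rat 10 had the highest Egln3 (36.7 CPM) and Slc2a1 (175 CPM) of all rats, the highest Cx3cr1 (144 CPM), and the lowest MHC class II score of its group. CNT-T rat 13 had the highest Hspa1b (448 CPM) and Hmox1 (1256 CPM) of all rats. Single rats also expressed genes that the others nearly lacked. RT1-M6-1 had 26.3 CPM in CNT-T rat 1 and at most 0.30 CPM in the other rats, and Retnlg had 51.3 CPM and Ccr3 8.74 CPM in CNT-7 rat 3. No explanation was tested for these differences between rats.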
